A study of Mus musculus with 12 samples. Its data were reported in "Optic nerve crush induces spatial and temporal gene expression patterns in retina and optic nerve of BALB/cJ mice" (2014).

How the data were processed

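Gene expression was measured in the optic nerve (ON) of BALB/cJ mice with Affymetrix Mouse Gene 1.0 ST arrays, which carry probe sets for whole transcripts. In the operated mice the left ON was crushed (optic nerve crush, ONC) 0.5 mm behind the globe for 4 s, and the right ON of the same mice served as the contralateral control. Nerves from the globe to the chiasm were taken at 3, 7, 14, 21 and 28 days post crush (dpc) and from unoperated (naive) mice of 2 to 4 months of age. Each of the 12 arrays held RNA pooled from 5 mice, and 50 ng of a 500 ng pool was amplified. There were 5 crush arrays, 5 contralateral arrays and 2 naive arrays (left and right), with 1 array a side at each time. P-values therefore measured the spread between pools, not animals, and over all times also any change of the crush effect between days. The number of arrays limits the precision of every value. The retina arrays of the study were not used here.

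The deposited values are log2 expression values, which the authors computed by robust multi-array average (RMA: background correction, quantile normalization of the probes across arrays and a summary per probe set) in Partek Genomics Suite 6.6 after scanning with GCOS 1.4. Whether the retina arrays entered the same RMA run is not stated. The log2 values ran from 1.304 to 13.09, array medians lay between 5.601 and 5.695, and Pearson's r across probe sets between arrays lay between 0.967 and 0.988. At most 0.0816% of values were identical between any 2 arrays, so none was a copy of another.

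Of 35556 probe sets, 23410 were paired with a gene by the platform annotation (21789 with 1 gene symbol and 1621 with several), and 12146 had no gene. Symbols were checked against a reference gene table of assembly GRCm38.p6, used for names only, in which 99.6% of the 1-symbol probe sets were found by gene identifier and 0 symbols changed. The probe set with the highest mean over the 12 arrays stood for each of the 999 genes with more than 1 probe set, which left 19938 genes. No gene was removed for low signal, and probe sets without a gene were set aside and are described in the closing section. The crush was on the left side at every time, so side and crush cannot be separated except through the naive pair.

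Comparisons, tests and gene lists were fixed before the data were examined. The mean crush effect over all times was tested on the 5 crush and 5 contralateral arrays with limma 3.58.1 in R 4.3.3, with the pair (both nerves of the same mice) as a block. At each time, genes at least 1.5-fold higher or lower in the crush array than in the contralateral array were counted without a test, with the naive left over right pair and all pairs of uncrushed arrays as the background. To set single arrays against a spread between pools, limma was also fitted to all 12 arrays with 1 coefficient for each crush array and 1 mean for the 7 uncrushed arrays (contralateral and naive). A lone crush array was assumed to vary like the uncrushed arrays, and each uncrushed array was tested against the other 6 in the same way as background. Further limma contrasts tested the slope of the crush effect on days, crush at 28 dpc against crush at 3 dpc, and contralateral against naive nerves. Tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over 19938 genes with a threshold of 0.05. Pearson correlations of the log2 crush over contralateral between times were computed across genes.

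For named genes the rule took, over all times, the 10 highest and 10 lowest mean differences past the threshold with the same sign in all 5 pairs, or, where fewer passed, the largest mean differences with the same sign in all 5 pairs, described as not past it. At each time it took the 3 highest and 3 lowest differences from the contralateral array among genes past the threshold and at least 1.5-fold changed in the same direction, and in the other contrasts the 3 highest and 3 lowest past the threshold. From each list it took up to 4 members with the largest mean difference or, where a time is described, the largest difference at that time, whether or not they passed. Genes that the study names for the ON, and Gfap, were added. Genes named outside this rule are said to be so.

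In all, 41 gene lists were fixed. They cover ON cell types (myelin and mature oligodendrocyte, oligodendrocyte precursor, astrocyte, resident microglia, endothelium and pericyte), responses to injury (reactive astrocyte, microglia and macrophage, phagocyte lipid and lysosome, chemokines and cytokines, complement, antigen presentation, interferon response, T cell, B cell and plasma cell, neutrophil, cell cycle, collagen and extracellular matrix, p53 and apoptosis, immediate early and stress), neuronal genes (neurofilament and axonal cytoskeleton, presynaptic vesicle and release, postsynaptic and transmitter receptor, regeneration-associated, inhibitors of axon growth), tissues that a dissected nerve could carry (forebrain neuron identity, hypothalamic neuron identity, photoreceptor, lens, retinal pigment epithelium and melanocyte, skeletal muscle, Schwann cell, meninges, adipocyte, erythrocyte), metabolic and reference genes (cholesterol synthesis, ribosomal protein, reference housekeeping, sex-linked) and genes that the study names (neuronal, retina purity, myelin purity). The 37 lists with at least 5 measured members, sex-linked genes aside, were tested with camera in limma at a preset correlation of 0.01, which compares a list with all other genes. They were also tested with a correlation estimated from the residuals and with fry, which asks whether the genes of a list move on balance in one direction and does not compare them with other genes. List p-values were adjusted over the 37 lists, and over lists and times together for the tests at each time. The list tests at each time used the fit against the 7 uncrushed arrays, while the medians given beside them are of crush over contralateral. Percentiles of list medians came from 10000 random lists of the same size matched on mean expression in 20 bins. Called members are counted with p-values adjusted over the list alone and over all genes. Some members of the lists are not analysed here.

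The fits were tested on simulated data built on the 19938 genes, with 100 genes changed by a log2 of 1 and 100 by a log2 of 2. The paired fit recovered 97% and 100% of them, the fit at each time 82% and 100%, the contrast of 28 with 3 dpc 42% and 97%, the slope 14% and 91%, and contralateral against naive 91% and 100%, with 10, 10, 3, 9 and 5 unchanged genes called. The variances in this simulation were first drawn in a way that gave more false calls in the paired fit, and were then drawn from limma's prior. In simulated lists the preset correlation called 3 of 200 unchanged lists at an unadjusted p under 0.05 and the estimated correlation 0 of 200.

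Alternatives were fixed in advance for the replicate block, the fold threshold (2), the reference arrays, only genes above the median of mean expression (9969 genes), a second quantile normalization, centring each array on the housekeeping list, the mean of a gene's probe sets, limma's trend with a robust prior, the logarithm of days, and leaving out each pair or array in turn. Others were chosen after seeing the data, because photoreceptor transcripts stood out in the arrays of 14 and 28 dpc. These left out those arrays, or took the means of the photoreceptor and forebrain neuron identity lists as covariates. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.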

Results

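The transcriptome of the mouse ON was profiled in 12 pooled samples, namely 5 crushed nerves (3, 7, 14, 21 and 28 dpc), the 5 contralateral nerves of the same mice and the left and right nerves of naive mice. Expression was obtained for 19938 genes as RMA log2 values, and array medians lay between 5.601 and 5.695. There was 1 array a side at each time, so differences between a crushed nerve and its contralateral control have no replicate check of their own. Adjusted p-values at single times came from the limma fit in which the 7 uncrushed arrays gave the spread between pools. That fit treated all arrays as independent. However, each contralateral nerve came from the mice of a crushed nerve, and the naive arrays were the left and right nerves of naive mice.

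Over all times, genes of activated phagocytes had the highest differences in the crushed nerve and the neuronal genes Unc13c and Kif5a and the astrocyte gene Etnppl the lowest, although no single gene passed the test. The largest mean difference with the same sign in all 5 pairs was that of Atp6v0d2 (probe set 10511779), a subunit of the vacuolar proton pump of macrophages and osteoclasts, at log2 2.18 ± 1.29 (SD, n = 5). It was followed by the apolipoprotein gene Apoc1 (1.98 ± 0.90), the protease inhibitor gene Cst7 (1.61 ± 1.03) and the leukocyte receptor gene Lilr4b (1.52 ± 0.64). Next came the dectin-1 gene Clec7a (1.48 ± 0.89), the leukocyte receptor gene Lilrb4a (1.43 ± 0.87), the cholesterol 25-hydroxylase gene Ch25h (1.38 ± 1.12), the lipocalin gene Lcn2 (1.37 ± 0.79), Wfdc17 (1.31 ± 0.93) and the macrophage lysosomal marker Cd68 (1.28 ± 0.92). Atp6v0d2 stood at 4.268 and 4.186, below the lower quartile, in the contralateral arrays of 3 and 14 dpc, so its mean difference is uncertain. Adjusted p-values of these 10 genes were 0.288 for Apoc1 and Lilr4b and no lower for the others. The lowest were Unc13c, a vesicle priming factor (mean −1.25 ± 1.07), Etnppl, a phospholipid enzyme of astrocytes (−1.14 ± 0.91), Kif5a, a motor of axonal transport (−0.85 ± 0.78), and the small nucleolar RNA Snord61 (−0.76 ± 0.38). The orphan receptor gene Gpr50 (−0.71 ± 0.48), the calretinin gene Calb2 (−0.64 ± 0.32), the interferon-induced gene Ifit3b (−0.60 ± 0.27), Tprkb (−0.57 ± 0.49), the active zone gene Rims2 (−0.56 ± 0.42) and Fyco1 (−0.55 ± 0.35), an adaptor of vesicle transport, completed the 10. With the pair as a block, limma called 0 genes, with 1330 genes at an unadjusted p under 0.05 and 0.288 as the smallest adjusted p. With limma's trend and robust prior 0 genes were called as well (1310 at an unadjusted p under 0.05). In all, 1670 genes (8.38%) had the same sign in all 5 pairs, 863 higher and 807 lower, where chance alone gives 6.25%.

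As groups, 11 of the 37 tested lists rose and 5 fell over all times by camera with the preset correlation, and 0 were called with an estimated correlation or by fry. The phagocyte lipid and lysosome list, whose genes serve lipid uptake and digestion, rose by a median of 0.80 (adjusted p = 1.53e-24, and adjusted p = 0.406 with an estimated correlation). Of its 22 measured members, 18 rose adjusted over the list alone and 0 over all genes. Beside Atp6v0d2, Cst7 and Clec7a, its largest mean was that of the elastase gene Mmp12 (1.71 ± 1.51, not past the threshold over all genes). The microglia and macrophage list rose by 0.60 (adjusted p = 1.52e-19, and adjusted p = 0.406 with an estimated correlation), with 16 of 20 members past the threshold adjusted over the list alone and 0 over all genes, among them the oxidase gene Cybb (mean 0.97) and the integrin gene Itgb2 (0.87). The median rose by 0.29 for cell cycle (adjusted p = 5.01e-11) and for chemokines and cytokines (1.51e-10). It rose by 0.42 for reactive astrocyte (7.14e-08) and by 0.41 for complement (8.52e-07). With an estimated correlation the adjusted p was 0.492 for cell cycle and 0.406 for the others. Called members adjusted over the list alone numbered 0 of 39, 6 of 32, 5 of 16 and 7 of 14 in these lists, and 0 over all genes. The cell cycle rise came mostly from the 3 dpc pair. Its median was 1.18 at 3 dpc and 0.139, 0.017, 0.109 and −0.005 at 7, 14, 21 and 28 dpc. The median was 0.19 for collagen and extracellular matrix (adjusted p = 5.38e-07) and 0.14 for immediate early and stress (4.68e-05). It was 0.14 for T cell (0.000626), 0.12 for p53 and apoptosis (0.000567) and 0.09 for antigen presentation (0.00329). With an estimated correlation their adjusted p was, in this order, 0.492, 0.354, 0.406, 0.492 and 0.406. Their naive left over right medians, without a crush, were 0.062, −0.044, −0.057, 0.117 and 0.203. The collagen rise came mostly from the 3 dpc pair. Its median was 0.681 there and 0.024 to 0.045 at the other times. The myelin and mature oligodendrocyte list, which holds structural myelin genes, fell by a median of 0.25 (adjusted p = 4.79e-07). Of its 18 members 3 passed adjusted over the list alone and 0 over all genes. Cholesterol synthesis fell by 0.19 (1.97e-05), photoreceptor by 0.16 (4.68e-05), neurofilament and axonal cytoskeleton by 0.13 (0.00396) and interferon response by 0.12 (0.00233). With an estimated correlation the adjusted p of these falling lists was 0.529 for photoreceptor and 0.492 for the others. The naive left over right median was −0.125 for photoreceptor, −0.122 for neurofilament, 0.608 for interferon response, −0.019 for myelin and 0.032 for cholesterol. The presynaptic list (median −0.06, adjusted p = 0.26) and the postsynaptic list (−0.17, adjusted p = 0.0586) were not called over all times. The presynaptic result rested on single pairs, as the list was called lower without the 28 dpc pair and higher without the 3 dpc pair. The photoreceptor call over all times rested on the 14 and 28 dpc pairs, whose arrays held photoreceptor transcripts in both nerves.

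The number of genes at least 1.5-fold different from the contralateral control was highest at 3 dpc, with 1371 genes higher and 1131 lower (12.5% of genes). It was 205 and 163 at 7 dpc, 141 and 123 at 14 dpc, 302 and 205 at 21 dpc, and 533 and 155 at 28 dpc. The naive left over right pair gave 126 and 89 genes, and the 21 pairs of uncrushed arrays gave 203 to 1990 genes in all (median 744), or 203 to 989 (median 357) in the 15 pairs without the contralateral array of 3 dpc. The counts at 7, 14, 21 and 28 dpc thus lie above the naive pair (215 in all), which like them sets left against right, and within the range of the other uncrushed pairs, which compare pools of different mice. The split depended on the scaling, since centring on the housekeeping list gave 99 higher and 218 lower genes at 14 dpc and 306 higher and 396 lower at 28 dpc, and a second quantile normalization gave 155 higher and 203 lower at 7 dpc. Across genes, which are not independent replicates, the log2 differences were most alike between 3 and 21 dpc (r = 0.27) and between 14 and 21 dpc (r = 0.21). They were opposed between 7 and 28 dpc (r = −0.15) and 3 and 28 dpc (r = −0.097), where the naive pair gave r of −0.093 to 0.093 against the same differences.

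**Figure D1:**
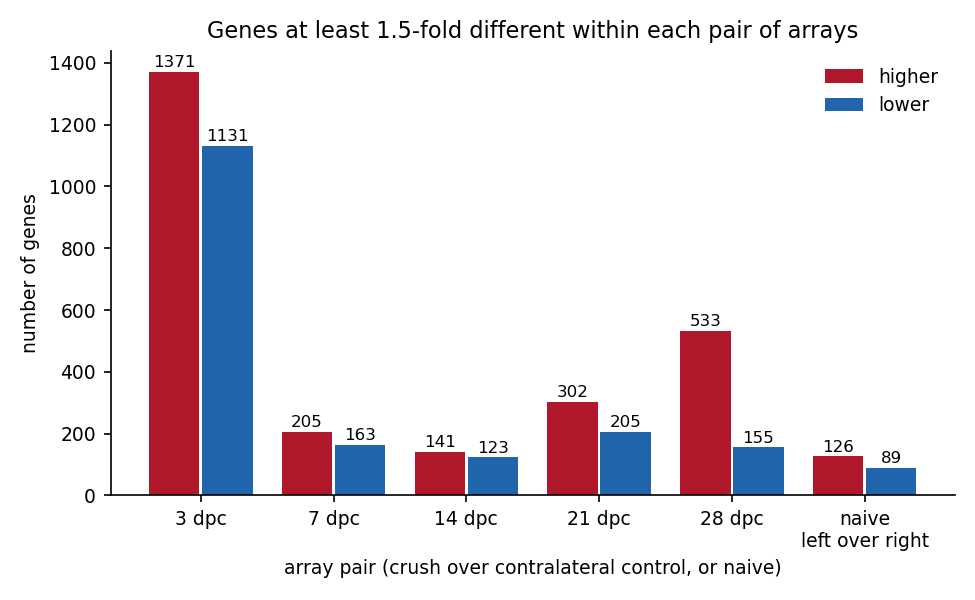
Number of genes (y axis) at least 1.5-fold higher (red) or lower (blue) in the crushed nerve than in the contralateral control at each time, and in the naive left nerve than in the naive right one, with 1 array a side. The 3 dpc pair gave 1371 and 1131 genes and the naive pair 126 and 89.

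At 3 dpc the crushed nerve carried strong signals of phagocytes, dividing cells and extracellular matrix, with lower transcripts of astrocytes and of neuronal synapses. The largest increases from the contralateral control were those of Hmox1 (probe set 10572897), which encodes the heme-degrading enzyme heme oxygenase 1, at log2 3.38, the histone gene H2ac4 at 3.35 and I730030J21Rik at 3.18. Against the uncrushed mean they were 3.19 ± 0.16 (SE), 3.07 ± 0.21 and 3.12 ± 0.21, with adjusted p of 9.3e-07, 8.18e-06 and 8.18e-06. H2ac4 stood at 3.455 in the contralateral array, below that array's lower quartile of 4.335, so the size of its increase is uncertain. The largest decreases were those of the astrocyte gene Etnppl (−2.18), Lgi1 (−2.04), which encodes a secreted neuronal protein, and the GABA receptor subunit gene Gabrb2 (−1.96), with adjusted p of 0.000956, 4.31e-05 and 0.0133. In total 709 genes rose and 388 fell against the uncrushed arrays, and 619 and 296 of them were also at least 1.5-fold changed in the same direction against the contralateral control. By the same test the contralateral array of 3 dpc itself differed from the other 6 uncrushed arrays in 181 genes (49 higher, 132 lower), that of 7 dpc in 163 (122 higher, 41 lower) and each of the other 5 in 0, with 468 to 645 genes at an unadjusted p under 0.05. Centring on the housekeeping list turned the split to 313 higher and 711 lower, a scaling that moves the median of all genes at 3 dpc from log2 −0.016 to −0.21.

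Inflammatory groups rose together at 3 dpc. The microglia and macrophage list rose by a median of 1.37 (adjusted p = 1.67e-23, and adjusted p = 0.17 with an estimated correlation), and 20 of 20 members rose adjusted over the list alone and 16 over all genes. Cd68 (2.52), the Fc receptor chain gene Fcer1g (2.09), the lipopolysaccharide co-receptor gene Cd14 (1.79) and the complement receptor gene Itgam (1.76) were among them. The phagocyte lipid and lysosome list rose by 1.45 (8.92e-19, and adjusted p = 0.17 with an estimated correlation), with 16 of 22 members adjusted over the list alone and 9 over all genes, led by Ch25h (2.97), the scavenger receptor genes Msr1 (2.77) and Cd36 (2.62) and the galectin gene Lgals3 (1.95). The chemokines and cytokines list rose by 0.65 (3.72e-12, and adjusted p = 0.0546 with an estimated correlation). In it 19 of 32 members rose and 1 fell adjusted over the list alone, and 15 rose over all genes, with the chemokine genes Ccl6 (2.21), Ccl3 (2.01) and Ccl12 (1.53) and the cytokine gene Lif (2.01). Complement rose by 1.02 (3.99e-07, and adjusted p = 0.209 with an estimated correlation), with 8 of 14 members adjusted over the list alone and 6 over all genes, such as the receptor gene C3ar1 (1.78) and C1qa (1.64), which encodes a chain of the first component. The reactive astrocyte list rose by 0.95 (1.81e-07, and adjusted p = 0.345 with an estimated correlation), with 8 of 16 members higher and 1 lower adjusted over the list alone and 8 higher over all genes. Its largest members were the protease inhibitor gene Timp1 (3.00), the intermediate filament gene Nes (2.75), Lcn2 (2.23) and the TNF receptor family gene Tnfrsf12a (2.16), while Gfap, the astrocyte intermediate filament gene, was at 0.52 with an adjusted p of 0.756. The p53 and apoptosis list rose by 0.25 (0.00763, and adjusted p = 0.345 with an estimated correlation), with 3 of 13 members adjusted over the list alone and 1 over all genes, the death receptor gene Eda2r (0.75).

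Cell division and matrix genes also rose at 3 dpc. In the cell cycle list 38 of 39 members rose adjusted over the list alone and 34 over all genes, with a median of 1.18 (adjusted p = 3.4e-49, and adjusted p = 0.0546 with an estimated correlation). Examples were the topoisomerase gene Top2a (2.73), the cyclin gene Ccna2 (2.71), the spindle genes Prc1 (2.59) and Nuf2 (2.49). The collagen and extracellular matrix list rose by 0.68 (3.31e-14, and adjusted p = 0.176 with an estimated correlation), with 15 of 29 members adjusted over the list alone and 9 over all genes, including the tenascin gene Tnc (2.00), Col8a1 (1.70), the collagen cross-linking enzyme gene Lox (1.65) and the thrombospondin gene Thbs1 (1.64). Cholesterol synthesis rose by 0.24 (0.000591, and adjusted p = 0.555 with an estimated correlation) with 0 of 18 members past the threshold adjusted over the list alone or over all genes. Ribosomal protein genes rose by 0.06 (0.0026, and adjusted p = 0.59 with an estimated correlation), with 1 of 57 members, Rps27l (0.69), past the threshold either way, and the median went to 0 under a second quantile normalization.

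Astrocyte and neuronal groups fell at 3 dpc, although the contralateral array of 3 dpc was itself called lower for astrocyte against the other uncrushed arrays (median −0.138). The astrocyte list fell by a median of 0.29 (adjusted p = 9.82e-05, and adjusted p = 0.345 with an estimated correlation), with 8 of 16 members lower adjusted over the list alone and 7 over all genes, among them the water channel gene Aqp4 (−1.21), the gap junction gene Gjb6 (−0.92), the glutamate transporter gene Slc1a2 (−0.84) and the neurotensin receptor gene Ntsr2 (−0.74). The presynaptic vesicle and release list fell by 0.66 (8.88e-13, and adjusted p = 0.405 with an estimated correlation). Of its 29 members 15 fell adjusted over the list alone and 8 over all genes, with the vesicle genes Sv2b (−1.29), Rab3c (−1.24), Syt1 (−1.17) and Snap25 (−1.02), while the glutamate transporter gene Slc17a6 at −1.26 did not pass. The postsynaptic and transmitter receptor list fell by 0.93 (1.42e-12, and adjusted p = 0.292 with an estimated correlation), with 13 of 24 members adjusted over the list alone and 9 over all genes, such as Gabrb2, Gabra2 (−1.66), Grin2a (−1.41) and Gria2 (−1.38), subunits of GABA and glutamate receptors. The neurofilament and axonal cytoskeleton list fell by 0.37 (0.000504, and adjusted p = 0.492 with an estimated correlation), with 6 of 16 members lower and 1 higher adjusted over the list alone and 4 lower and 1 higher over all genes. Map2 (−0.83), Nefl (−0.83) and Nefh (−0.74) fell and Dpysl3 (0.98) rose, all genes of the neuronal cytoskeleton. The forebrain neuron identity list, which marks tissue outside the nerve, moved with these groups and fell by 0.44 (0.00011, and adjusted p = 0.577 with an estimated correlation), with 8 of 18 members adjusted over the list alone and 0 over all genes. Its mean level in the crushed nerve was 6.12, against 6.46 to 7.10 in the 7 uncrushed arrays.

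Among the other lists at 3 dpc, meninges was called lower with a median of −0.07 (adjusted p = 0.047, and adjusted p = 0.683 with an estimated correlation), with 1 member of 12, the matrix protein gene Mgp (0.53), higher over all genes, and 1 higher and 5 lower adjusted over the list alone. The myelin list was not called (median 0.03, adjusted p = 0.23), although the aspartoacylase gene Aspa fell (−1.20) and the transferrin gene Trf rose (0.69). Members past the threshold over all genes in other lists that were not called included the microglial genes Fcrls (1.36) and Siglech (−0.60), the growth-related genes Gadd45a (1.63) and Tubb2b (1.61), the interleukin 7 receptor gene Il7r (1.03) of the T cell list, the antigen presentation gene H2-Ab1 (0.99), the proteoglycan gene Vcan (0.85), which stands in the oligodendrocyte precursor and axon growth inhibitor lists, and the inhibitor gene Omg (−0.56). The visual cycle genes Rgr (1.64) and Rpe65 (1.38) of the retinal pigment epithelium, the slow troponin gene Tnni1 (1.21) of muscle, the Schwann cell genes Gldn (0.96) and Egr2 (0.84), the fat gene Fabp4 (0.79), the lens crystallin genes Crygs (0.67) and Cryga (−0.80), the neutrophil gene Retnlg (0.67), the pericyte gene Vtn (−0.48), the tachykinin gene Tac1 (−1.38) of the hypothalamic list and the housekeeping gene Gusb (1.298), a lysosomal enzyme, passed as well. Medians of the lists not called were 0.30 for antigen presentation, 0.26 for resident microglia, 0.25 for immediate early and stress, 0.14 for adipocyte, 0.10 for T cell and for photoreceptor, 0.09 for oligodendrocyte precursor, 0.08 for B cell and plasma cell, and 0.07 for retinal pigment epithelium and for housekeeping. They were −0.005 for Schwann cell, −0.007 for hypothalamic neuron identity, −0.02 for skeletal muscle, −0.03 for lens, −0.04 for inhibitors of axon growth, −0.06 for interferon response and for endothelium and pericyte, −0.14 for regeneration-associated and −0.15 for neutrophil. In the lists too small to test, Alas2, an enzyme of heme synthesis in erythrocytes, was at −0.53, and the sex-linked genes Xist and Eif2s3y were at −0.51 and −0.40, with none past the threshold.

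At 3 dpc 17 lists were called by camera with the preset correlation, 0 with an estimated correlation and 8 by fry. Without a crush, each of the 7 uncrushed arrays against the other 6 had 3 to 14 of 37 lists called by the preset correlation, 0 to 1 with an estimated correlation and 0 to 3 by fry, and in the naive pair the list medians reached 0.61 (interferon response). Like the crushed nerve, the contralateral array of 3 dpc was called lower for astrocyte (−0.138) and meninges (−0.366), so these calls are not specific to the crush. It was also called lower for reactive astrocyte (−0.285), macrophage (−0.251) and collagen and extracellular matrix (−0.167), where the crushed nerve was higher.

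**Figure D2:**
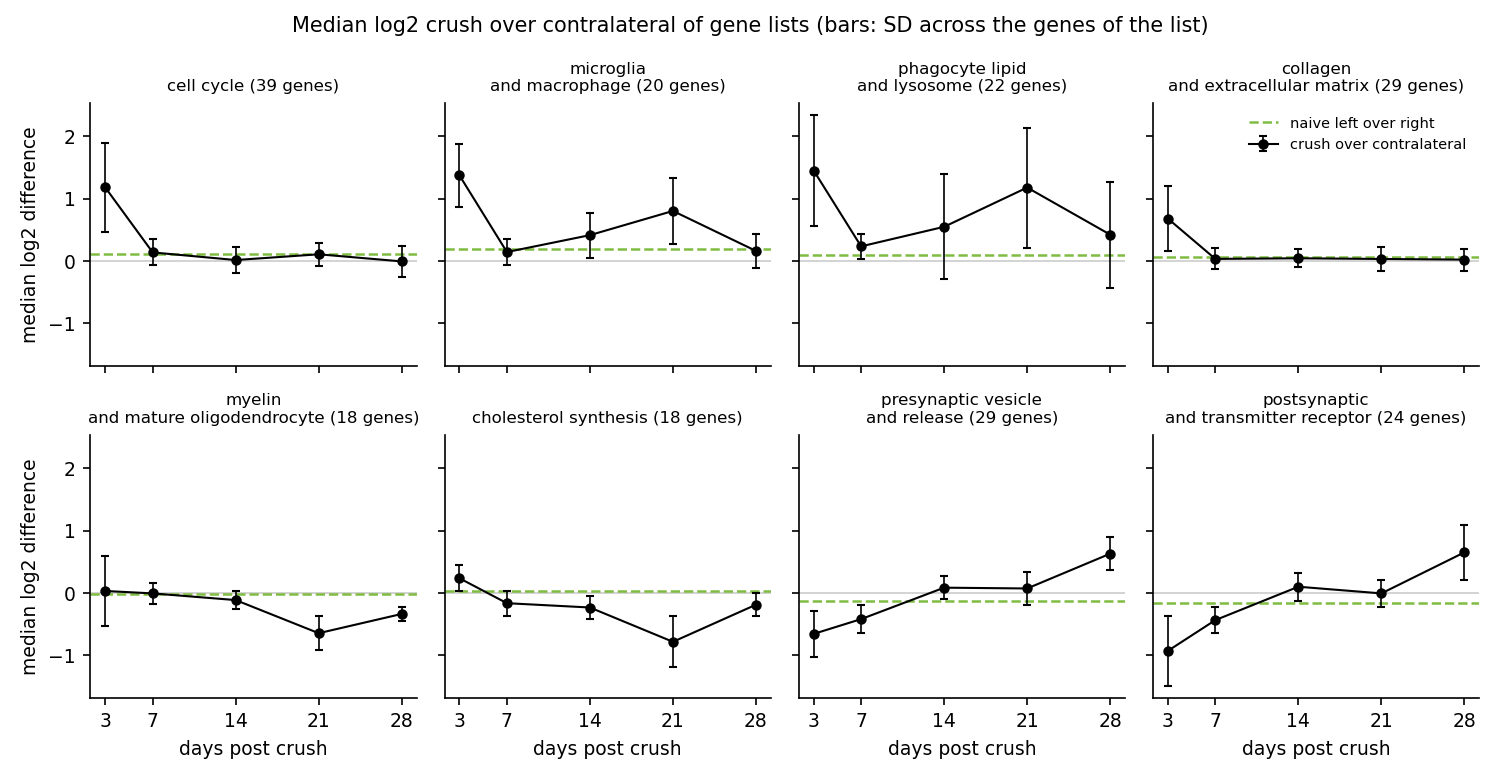
Median log2 crush over contralateral (y axis) of 8 gene lists against days post crush (x axis), with bars for the SD across the genes of a list and a dashed line for the naive left over right median. The phagocyte list had medians of 1.45 at 3 dpc and 1.18 at 21 dpc, and the presynaptic list went from −0.66 at 3 dpc to 0.63 at 28 dpc.

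At 7 dpc no gene passed the test, with small increases of inflammatory groups and decreases of the interferon and cholesterol groups. Without a crush, naive left over right medians were larger in size for reactive astrocyte (0.229), macrophage (0.198), collagen and extracellular matrix (0.062) and interferon response (0.608). They were smaller for the other rising lists, such as phagocyte (0.1), complement (0.115) and cell cycle (0.11), and for cholesterol synthesis (0.032). Large differences that did not pass included Lcn2 at log2 1.52, the interferon-induced chemokine gene Cxcl10 at −1.39, the intermediate filament gene Ina at −1.03 and the astrocyte gap junction gene Gjb6 at 0.95. Limma called 0 genes, with 2404 at an unadjusted p under 0.05 (2421 and 0 called with trend and robust prior), and the smallest adjusted p was 0.173. Leaving out the contralateral array of 7 dpc raised the count to 124 genes. Camera called 14 lists with the preset correlation, 0 with an estimated correlation and 0 by fry, and in each of them 0 members passed over all genes. The median rose for phagocyte (0.24, adjusted p = 7.89e-05), reactive astrocyte (0.21, 0.000559), complement (0.17, 0.00221), macrophage (0.14, 9.41e-06) and cell cycle (0.14, 1.97e-07). Their adjusted p with an estimated correlation was, in this order, 0.477, 0.52, 0.416, 0.52 and 0.345. In cell cycle 7 of 39 members passed adjusted over the list alone. Immediate early and stress (0.12, 0.0367), T cell (0.12, 0.0402), chemokines (0.11, 0.0173) and collagen and extracellular matrix (0.035, 0.00256) also rose. With an estimated correlation their adjusted p was, in this order, 0.468, 0.577, 0.366 and 0.577. Interferon response fell (−0.41, 1.81e-07, and adjusted p = 0.416 with an estimated correlation), with 4 of 16 members adjusted over the list alone and the antiviral genes Ifit3 (−0.63) and Oas1a (−0.58) among the lowest. Cholesterol synthesis fell (−0.16, 7.36e-08, and adjusted p = 0.345 with an estimated correlation), with 8 of 18 members adjusted over the list alone. Ribosomal protein fell (−0.043, 2.4e-05, and adjusted p = 0.462 with an estimated correlation), as did the myelin list (−0.006, 0.0209, and adjusted p = 0.644 with an estimated correlation), whose median was 0.013 when arrays were centred on the housekeeping list. That scaling moves every gene alike, and the median of all genes at 7 dpc from 0.029 to 0.048. The photoreceptor list was called lower against the uncrushed arrays (0.01, and adjusted p = 0.809 with an estimated correlation), with the opposite sign against the contralateral control (median 0.15). Not called were postsynaptic (−0.43), presynaptic (−0.42), neurofilament (−0.38) and forebrain neuron identity (−0.32), and the meninges list at 0.58 (adjusted p = 0.0622), with the transporter gene Slc22a6 at 0.95. By the same test the contralateral array of 7 dpc also had 14 lists called, of which cholesterol synthesis, cell cycle, macrophage, phagocyte, collagen and extracellular matrix, ribosomal protein, myelin and photoreceptor went the same way as in the crushed nerve, so these calls against the uncrushed arrays are not specific to the crush. This array had the highest forebrain level of all 12 arrays, 7.10 against 6.76 in the crushed nerve.

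At 14 dpc no gene passed, while phagocyte groups stood above the control and cholesterol genes below it. The elastase gene Mmp12 (log2 3.16), Atp6v0d2 (2.62), Clec7a (1.92), the chemokine gene Ccl3 (1.91) and Cybb (1.77) had large differences that did not pass. Atp6v0d2 stood at 4.186 in the contralateral array, below that array's lower quartile of 4.278, so the size of its increase is uncertain. Limma called 0 genes, with 644 at an unadjusted p under 0.05 (631 and 0 called with trend and robust prior), and the smallest adjusted p was 0.134. Camera called 19 lists with the preset correlation, 0 with an estimated correlation and 2 by fry (phagocyte 0.0458, chemokines 0.0459), with 0 members of any list past the threshold over all genes. The phagocyte list rose by 0.55 (adjusted p = 3e-34, and adjusted p = 0.0729 with an estimated correlation), with 16 of 22 members adjusted over the list alone. The macrophage list rose by 0.42 (1.04e-25), with 8 of 20 members adjusted over the list alone, and complement by 0.45 (8.74e-08), with 4 of 14. Reactive astrocyte rose by 0.33 (9.97e-14), with 2 of 16, and chemokines by 0.26 (2.77e-11), with 6 of 32 counted the same way. Their adjusted p with an estimated correlation was, in this order, 0.17, 0.176, 0.176 and 0.0546. The medians of p53 and apoptosis (0.22, 0.00892, and adjusted p = 0.345 with an estimated correlation), interferon response (0.09, 0.00864, and adjusted p = 0.678 with an estimated correlation) and resident microglia (0.075, 0.0158, and adjusted p = 0.29 with an estimated correlation) rose too. Antigen presentation (0.055, 0.00588, and adjusted p = 0.492 with an estimated correlation) and collagen and extracellular matrix (0.045, 0.014, and adjusted p = 0.641 with an estimated correlation) were called higher, and their medians were −0.016 and −0.027 with arrays centred on the housekeeping list. That scaling moves every gene alike, and the median of all genes at 14 dpc from −0.002 to −0.073. Cholesterol synthesis fell by 0.23 (4.34e-05, and adjusted p = 0.477 with an estimated correlation), with the demethylase gene Cyp51 at −0.46, lens by 0.20 (0.00579, and adjusted p = 0.366 with an estimated correlation) and hypothalamic neuron identity by 0.15 (0.0102, and adjusted p = 0.52 with an estimated correlation). Neurofilament (−0.012, 0.0165, and adjusted p = 0.621 with an estimated correlation) and skeletal muscle (−0.015, 0.0338, and adjusted p = 0.621 with an estimated correlation) were called lower, and the muscle median was 0.018 after a second quantile normalization. Presynaptic (0.00892, and adjusted p = 0.776 with an estimated correlation) and postsynaptic (0.0124, and adjusted p = 0.683 with an estimated correlation) were called lower against the uncrushed arrays, with medians of 0.09 and 0.10 against the contralateral control. Against the other uncrushed arrays, the contralateral array of 14 dpc was itself called higher for interferon response (0.2) and lower for neurofilament (−0.191). It was also called lower for presynaptic (−0.297) and postsynaptic (−0.303), so these calls at 14 dpc are not specific to the crush.

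Photoreceptor genes set the 14 and 28 dpc arrays apart in both nerves. The mean of the 26 measured photoreceptor genes was between 6.19 and 7.17 in these 4 arrays and between 4.66 and 4.94 in the other 8. At 14 dpc the list was called higher against the uncrushed arrays (adjusted p = 2.2e-10, and adjusted p = 0.53 with an estimated correlation), while its median against the contralateral control was −0.44. Here Pdc (−0.81), Arr3 (−0.69) and Rp1 (−0.67), genes of phototransduction and of the outer segment, were lower in the crushed nerve. At 28 dpc the list was again called higher against the uncrushed arrays (0.0082, and adjusted p = 0.809 with an estimated correlation), with a median of −0.67 against the contralateral control and Gnat1, the rod transducin gene, at −1.30. None of these members passed over all genes. The study-named retina purity genes Nrl and Crx, transcription factors of photoreceptors, were at −0.36 and −0.32 at 14 dpc and −0.34 and −0.78 at 28 dpc, with none past the threshold. In the crushed and contralateral nerves the level of Nrl was 5.90 and 6.26 at 14 dpc and 5.48 and 5.82 at 28 dpc, against 4.67 to 5.11 in the other arrays, and that of Crx was 5.60 and 5.92 and then 5.09 and 5.87, against 4.04 to 4.85. The study describes these markers as close to its detection limit in the ON.

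**Figure D3:**
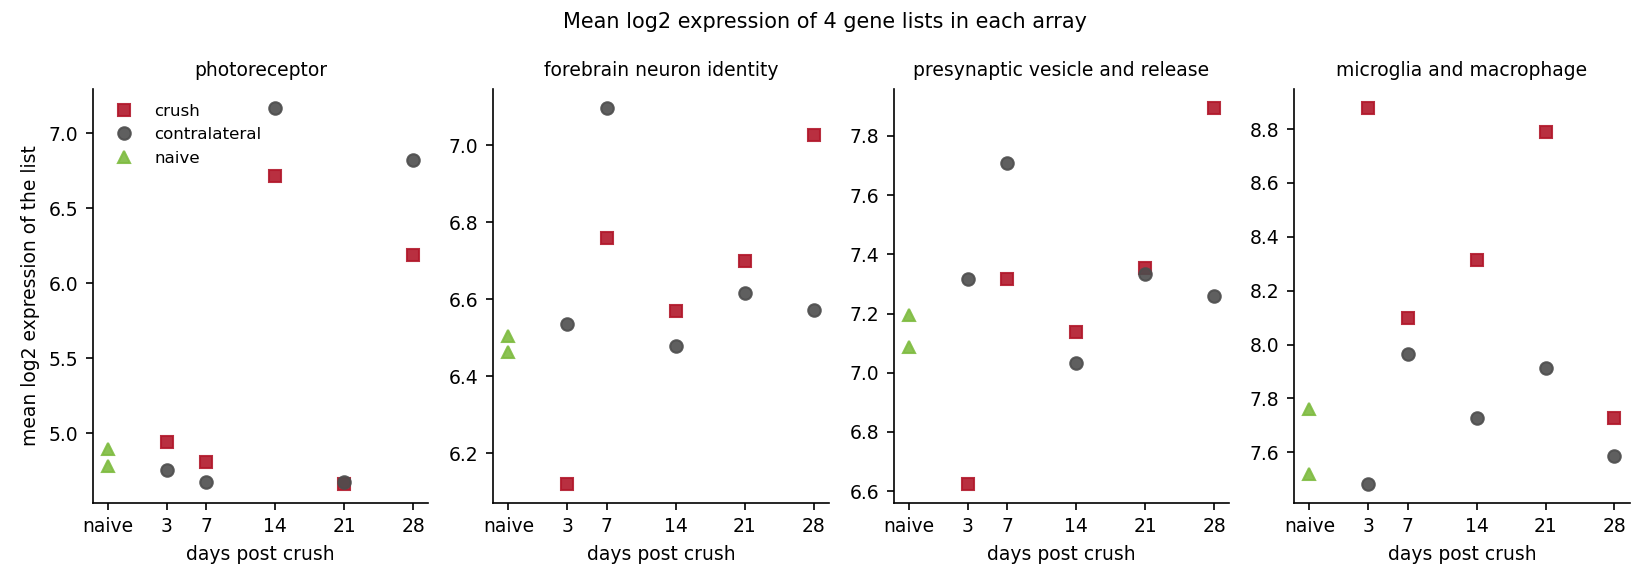
Mean log2 expression (y axis) of the photoreceptor, forebrain neuron identity, presynaptic and macrophage lists in each of the 12 arrays against days post crush (x axis), with squares for crush, circles for contralateral and triangles for naive nerves. Photoreceptor means of 6.19 to 7.17 in the 4 arrays of 14 and 28 dpc stood above 4.66 to 4.94 in the other 8.

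At 21 dpc phagocyte genes led the increases, and genes of myelin and of cholesterol synthesis fell. Atp6v0d2 had a log2 difference of 3.55 from the contralateral control, Cst7 of 3.18 and Cd200r4, an activating receptor gene of myeloid cells, of 2.95, with 5.16 ± 0.61 (SE), 3.47 ± 0.39 and 3.02 ± 0.16 against the uncrushed mean and adjusted p of 0.000968, 0.000632 and 3.08e-06. Cd200r4 stood at 3.219 in the contralateral array, below that array's lower quartile of 4.188, so the size of its increase is uncertain. The largest decreases were those of Unc13c (−3.01), Kif5a (−2.21) and Etnppl (−2.06), with adjusted p of 7.69e-05, 7.69e-05 and 0.00578. In total 147 genes rose and 29 fell, and 140 and 29 of them were at least 1.5-fold changed in the same direction against the contralateral control. The total of 176 is close to the 181 and 163 genes by which the contralateral arrays of 3 and 7 dpc differed from the other uncrushed arrays in the same test. The split was 98 higher and 7 lower with contralateral arrays only, 88 and 8 without those of 14 and 28 dpc (chosen after seeing the data) and 89 and 24 with arrays centred on the housekeeping list. The phagocyte lipid and lysosome list rose by a median of 1.18 (adjusted p = 2.39e-55, and adjusted p = 0.0546 with an estimated correlation), with 19 of 22 members adjusted over the list alone and 16 over all genes, such as Clec7a (2.59) and the integrin gene Itgax (2.41). The macrophage list rose by 0.80 (1.94e-34, and adjusted p = 0.146 with an estimated correlation), with 17 of 20 members adjusted over the list alone and 11 over all genes, such as Cd68 (1.83), Cybb (1.67), Itgb2 (1.65) and Fcer1g (1.38). Chemokines and cytokines rose by 0.29 (1.71e-11, and adjusted p = 0.0546 with an estimated correlation), with 12 of 32 members adjusted over the list alone and 6 over all genes, including Ccl3 (2.21), Cxcl14 (1.26), the interleukin gene Il1a (1.19) and Ccl4 (1.09). Reactive astrocyte rose by 0.39 (4.32e-09, and adjusted p = 0.292 with an estimated correlation), with 7 of 16 members adjusted over the list alone and 2 over all genes, Osmr (0.90) and Cd44 (0.62), a cytokine receptor and an adhesion gene. Complement rose by 0.40 (5.83e-09, and adjusted p = 0.17 with an estimated correlation), with 5 of 14 members adjusted over the list alone and 2 over all genes, and p53 and apoptosis by 0.18 (4.55e-07, and adjusted p = 0.146 with an estimated correlation), with 3 of 13 and 2, Eda2r (0.79) and the inflammasome protease gene Casp1 (0.66). Antigen presentation rose by 0.16 (0.000665, and adjusted p = 0.405 with an estimated correlation) and immediate early and stress by 0.08 (0.00221, and adjusted p = 0.292 with an estimated correlation).

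The myelin and mature oligodendrocyte list fell at 21 dpc by a median of 0.64 (adjusted p = 2.14e-21, and adjusted p = 0.146 with an estimated correlation), with 15 of 18 members lower adjusted over the list alone and 4 over all genes. These were the myelin protein genes Mog (−1.18), Mal (−0.998) and Mobp (−0.92) and the sphingolipid hydroxylase gene Fa2h (−1.04). Of the study-named myelin purity genes, Mag (−0.62) and Mbp (−0.50) did not pass. Cholesterol synthesis fell by 0.78 (1.09e-16, and adjusted p = 0.17 with an estimated correlation), with 11 of 18 members adjusted over the list alone and 4 over all genes, among them Idi1 (−1.35), Hmgcs1 (−1.22) and Sqle (−1.07), enzymes from the mevalonate to the squalene steps. The oligodendrocyte precursor list fell by 0.28 (0.000146, and adjusted p = 0.17 with an estimated correlation), with 5 of 12 members adjusted over the list alone and 2 over all genes, Bcas1 (−0.84), a gene of newly formed oligodendrocytes, and the transcription factor gene Olig1 (−0.68). Interferon response fell by 0.24 (0.00221, and adjusted p = 0.621 with an estimated correlation), neurofilament and axonal cytoskeleton by 0.20 (0.0165, and adjusted p = 0.621 with an estimated correlation), with 1 of 16 members adjusted over the list alone, and inhibitors of axon growth by 0.11 (0.0174, and adjusted p = 0.416 with an estimated correlation), with 4 of 22 members adjusted over the list alone and 1 over all genes, the myelin glycoprotein gene Omg (−0.77). In the resident microglia list, called lower (−0.21, 0.0146, and adjusted p = 0.29 with an estimated correlation), the homeostatic genes Siglech (−1.08) and P2ry12 (−0.94) fell and Fcrls (1.22) rose. The photoreceptor list was called lower (−0.02, 0.00452, and adjusted p = 0.809 with an estimated correlation). In lists that were not called, genes such as Il7r (2.23), the injury-induced transcription factor gene Atf3 (1.13), the inhibitory B cell co-receptor gene Cd22 (1.22), Fabp4 (1.04), Egr2 (0.86), the muscle gene Cox6a2 (0.86), Crygs (0.70) and Gusb (0.69) rose. The synaptic lists showed medians of 0.07 (presynaptic) and −0.006 (postsynaptic) and were not called. Against the other uncrushed arrays, the contralateral array of 21 dpc was itself called higher for phagocyte (0.288), macrophage (0.274) and complement (0.222). It was also called higher for antigen presentation (0.132), chemokines (0.1) and p53 and apoptosis (0.093), so the direction of these calls is not specific to the crush. It was not called for reactive astrocyte or immediate early and stress, and its cholesterol synthesis was higher (0.146). Camera called 16 lists at 21 dpc with the preset correlation, 0 with an estimated correlation and 9 by fry.

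At 28 dpc 5 genes rose and 0 fell against the uncrushed arrays (1339 at an unadjusted p under 0.05), and synaptic groups stood above the contralateral control. The 3 largest were the growth response transcription factor gene Egr2 (log2 1.56, adjusted p = 0.0216), the activity-regulated gene Arc (1.302, adjusted p = 0.0426) and the metalloreductase gene Steap4 (1.29, adjusted p = 0.0216), at 1.48 ± 0.18 (SE), 1.31 ± 0.18 and 1.41 ± 0.17 against the uncrushed mean. The neuropeptide gene Vip (1.08, adjusted p = 0.0223) and the guanylate cyclase gene Gucy1b1 (0.94, adjusted p = 0.0426), named after their values were seen, made up the 5. The presynaptic list rose by a median of 0.63 (adjusted p = 1.89e-25, and adjusted p = 0.237 with an estimated correlation), with 15 of 29 members adjusted over the list alone and 0 over all genes, among them Rab3c (1.04), the synapsin gene Syn1 (1.02) and the active zone gene Pclo (0.96). The postsynaptic list rose by 0.65 (7.93e-16, and adjusted p = 0.237 with an estimated correlation), with 9 of 24 members adjusted over the list alone and 0 over all genes, such as the kinase gene Camk2a (1.28), the glutamate receptor gene Grin2b (1.27) and the neurogranin gene Nrgn (1.23). The forebrain neuron identity list rose with them by 0.40 (2.16e-06, and adjusted p = 0.477 with an estimated correlation), with 2 of 18 members adjusted over the list alone and 0 over all genes and the cortical transcription factor gene Neurod6 at 1.19, and its mean in the crushed nerve was 7.03 against 6.57 in the contralateral control. Neurofilament and axonal cytoskeleton rose by 0.41 (0.000242, and adjusted p = 0.477 with an estimated correlation), with 2 of 16 adjusted over the list alone and 0 over all genes. Immediate early and stress rose by 0.13 (5.43e-06, and adjusted p = 0.17 with an estimated correlation), with 5 of 16 adjusted over the list alone and 1, Arc, over all genes.

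The phagocyte list was still higher at 28 dpc, by 0.42 (adjusted p = 1.66e-07, and adjusted p = 0.345 with an estimated correlation), with 5 of 22 members adjusted over the list alone and 0 over all genes and with Atp6v0d2 at 2.87 and Mmp12 at 2.83. Myelin and mature oligodendrocyte fell by 0.34 (1.38e-07), cholesterol synthesis by 0.19 (0.00154), oligodendrocyte precursor by 0.19 (0.0482) and meninges by 0.44 (0.00297). Their adjusted p with an estimated correlation was, in this order, 0.345, 0.577, 0.416 and 0.577. In each, 0 members passed adjusted over the list alone or over all genes. Cell cycle was called lower against the uncrushed arrays (0.00795, and adjusted p = 0.621 with an estimated correlation), with a median of −0.005 against the contralateral control. The macrophage list (0.16, adjusted p = 0.785) was not called. Camera called 13 lists at 28 dpc with the preset correlation, 0 with an estimated correlation and 1 by fry (immediate early and stress, 0.0458). The call of 5 genes went to 0 when the naive arrays or the contralateral array of 28 dpc were left out of the reference, when arrays were centred on the housekeeping list, and when the photoreceptor and forebrain means were taken as covariates (chosen after seeing the data), while leaving out the contralateral array of 7 dpc raised it to 84.

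**Figure D4:**
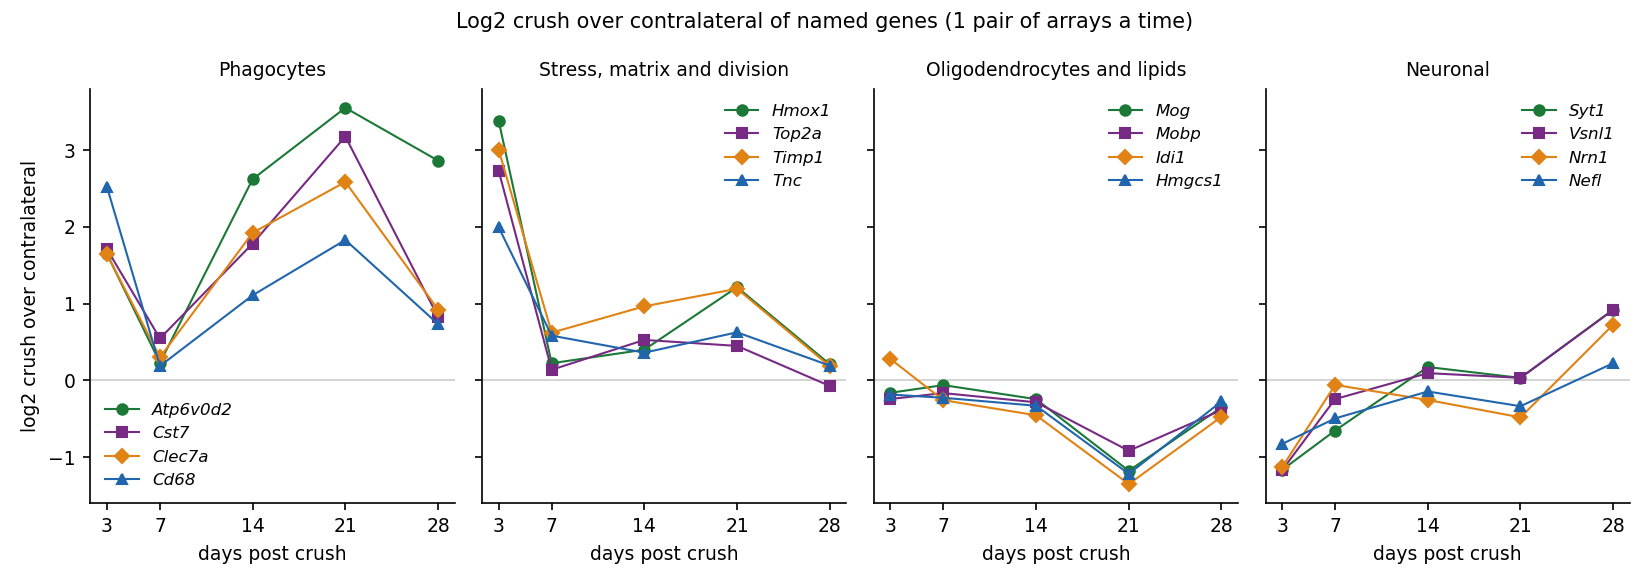
Log2 crush over contralateral (y axis) of 16 named genes against days post crush (x axis), with 1 pair of arrays at each time and no error bars. Atp6v0d2 reached 3.55 at 21 dpc, Hmox1 3.38 at 3 dpc, Idi1 −1.35 at 21 dpc, and Syt1 went from −1.17 at 3 dpc to 0.92 at 28 dpc.

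The study placed synaptic genes in opposite directions at the early and late ends of the time course in these arrays. Their direction in the contrast of the crushed nerve at 28 dpc with that at 3 dpc was thus known and is no independent test. Here 511 genes were higher and 470 lower at 28 dpc. The largest increases were those of the neuropeptide gene Cck (log2 2.62 ± 0.38, SE), Lgi1 (2.61 ± 0.23) and Neurod6 (2.42 ± 0.40), and the largest decreases those of I730030J21Rik (−3.33 ± 0.28), Hmox1 (−3.06 ± 0.20) and Msr1 (−2.99 ± 0.25). By camera 7 lists were higher and 10 lower, of which 1 (cell cycle) was called with an estimated correlation and 11 by fry. Cell cycle was lower by 1.31 (adjusted p = 3.04e-43, and adjusted p = 0.0494 with an estimated correlation), with 37 of 39 members adjusted over the list alone and 34 over all genes. The presynaptic list was higher by 1.25 (4.04e-25, and adjusted p = 0.18 with an estimated correlation), with 27 of 29 members adjusted over the list alone and 16 over all genes, and the postsynaptic list by 1.32 (2.66e-20, and adjusted p = 0.168 with an estimated correlation), with 23 of 24 and 13. Forebrain neuron identity was higher by 0.80 (6.27e-08) in the same contrast, as was photoreceptor by 0.94 (0.00713), both markers of tissue outside the nerve. Their adjusted p with an estimated correlation was 0.291 and 0.751. Macrophage was lower by a median of −1.18 (2.85e-17, and adjusted p = 0.18 with an estimated correlation), with 20 of 20 members adjusted over the list alone and 10 over all genes. With each crush array first set against its own contralateral array, 269 genes were called and the split turned to 103 higher and 166 lower, with Cck and Neurod6 no longer past the threshold.

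The 6 neuronal genes that the study names followed the synaptic lists. Of these genes 5 also stand in other lists, so the comparison is not between independent sets of genes. The study's choice of Syt1, Synpr and Nrn1 came from these ON samples and that of Vsnl1 from its retina samples. It also reports Nefm and Nefl as elevated in these ON samples by 28 dpc. The direction of all but Vsnl1 is therefore not independent evidence. At 3 dpc the 6 genes had a median of −0.98 (adjusted p = 5.8e-06, and adjusted p = 0.29 with an estimated correlation), and 4 of 6 fell both adjusted over the list alone and over all genes. These were the vesicle calcium sensor gene Syt1 (−1.17), the calcium sensor gene Vsnl1 (−1.17), the neuritin gene Nrn1 (−1.13), which promotes neurite growth, and the neurofilament gene Nefl (−0.83), while Nefm (−0.78) and the vesicle membrane gene Synpr (−0.66) did not pass. At 14 dpc the list was called lower (median −0.007, 0.0102, and adjusted p = 0.52 with an estimated correlation), with 1 of 6 adjusted over the list alone and 0 over all genes. The contralateral array of 14 dpc was itself called lower for the list (−0.309 against the other uncrushed arrays). At 28 dpc it rose by 0.69 (8.35e-10, and adjusted p = 0.17 with an estimated correlation), with 4 of 6 adjusted over the list alone and 0 over all genes, at 0.92 for Syt1 and Vsnl1, 0.73 for Nrn1, 0.66 for Synpr, 0.61 for Nefm and 0.23 for Nefl. From 3 to 28 dpc it rose by 1.47 (9.38e-10, and adjusted p = 0.165 with an estimated correlation), and 6 of 6 were higher adjusted over the list alone and 5 over all genes, the exception being Nefm.

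As a trend over the 5 times, the crush effect on synaptic genes rose with days and that on proliferation, matrix and macrophage genes fell. No single gene passed the threshold in the main fit. Limma called 0 genes for the slope, with 2436 at an unadjusted p under 0.05 and 0.0597 as the smallest adjusted p (Syt1), while limma's trend and robust prior called 139. The slope on log2 of days called 151. Leaving out the 7 dpc pair gave 315, and leaving out any other pair gave 0. The median slope per day was 0.047 for the presynaptic list (adjusted p = 7.37e-30, and adjusted p = 0.502 with an estimated correlation) and 0.052 for the postsynaptic list (6.44e-22, and adjusted p = 0.502 with an estimated correlation). It was 0.037 for forebrain neuron identity (1.58e-12, and adjusted p = 0.502 with an estimated correlation), −0.037 for cell cycle (7.16e-15, and adjusted p = 0.624 with an estimated correlation), −0.024 for macrophage (0.00013, and adjusted p = 0.76 with an estimated correlation) and −0.026 for photoreceptor (4.74e-09, and adjusted p = 0.624 with an estimated correlation). Of 19 lists called by the preset correlation, 5 rose and 14 fell with days, and 0 were called with an estimated correlation or by fry.

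The contralateral nerves of operated mice were compared with naive nerves to see whether the uninjured side had changed, and no gene passed. Limma called 0 genes (768 at an unadjusted p under 0.05), and 0 with trend and robust prior (770). By camera 10 lists were higher and 3 lower in contralateral nerves, with 0 called with an estimated correlation or by fry. Photoreceptor was higher by a median of 0.68 (adjusted p = 3.48e-07), presynaptic by 0.19 (3.97e-08) and postsynaptic by 0.21 (4.58e-06). Forebrain neuron identity, which marks tissue outside the nerve, was higher by 0.23 (0.00139), phagocyte by 0.12 (1.31e-05) and neutrophil by 0.11 (0.000209). Meninges was lower by a median of −0.34 (9e-06). The adjusted p with an estimated correlation was 0.646 for photoreceptor, 0.649 for forebrain and 0.641 for the others. The photoreceptor rise came from 2 arrays, as each contralateral array against the other uncrushed arrays had a median of 1.66 at 14 dpc and 1.31 at 28 dpc but −0.62, −0.85 and −0.78 at 3, 7 and 21 dpc. Presynaptic and forebrain medians were likewise uneven, at 0.54 and 0.60 at 7 dpc and −0.30 and −0.11 at 14 dpc. Neutrophil was at 0.406 at 3 dpc but at −0.045, 0.028, −0.054 and −0.011 at 7, 14, 21 and 28 dpc. Phagocyte ran from −0.144 at 3 dpc to 0.288 at 21 dpc, and meninges from −0.387 at 7 dpc to 0.173 at 21 dpc. These differences thus do not describe contralateral nerves in general. In these 7 lists 2 neutrophil genes were higher and 2 meninges genes lower adjusted over the list alone, and 0 passed over all genes.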

Values the study reported

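The study assigned 2,110 of 18,786 genes of the ON (11.23%) to the highest bin of its time-course score. In a separate analysis with a fold filter of ±1.5 the ON genes were sorted into 57 upregulated and 41 downregulated clusters. Survival of cells in the ganglion cell layer was given as 81.43% ± 16.9% at 14 dpc, 58.72% ± 5.70% at 21 dpc and 54.21% ± 8.27% at 28 dpc.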

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

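The tests of retinal tissue, of the share within pairs, of forebrain tissue at 28 dpc, of dilution at 3 dpc and all 3 tests at 7 dpc were chosen after the results were seen, while the test on other retinal cell types, that on forebrain tissue at 3 dpc and the counts over other splits of the arrays were written first.

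In the crushed nerve at 3 dpc the astrocyte list, with Aqp4 and Slc1a2, had a mean of 8.27, set apart from the nearest crush array at 8.65 (gap over range 0.748). The adipocyte list at 3 dpc was at 5.29 against 5.10 in the nearest crush array (0.847). Among contralateral arrays the neutrophil list was highest at 3 dpc, at 5.12 against 4.84 (0.804), the forebrain neuron identity list was highest at 7 dpc, at 7.10 against 6.62 (0.78), and the ribosomal protein list was lowest at 7 dpc, at 10.11 against 10.19 (0.785). The critical value for 5 arrays is 0.71, and chance puts about 1 in 20 groups beyond it, so that about 4 of 74 were expected and 5 were found. The direct contrast of crush arrays set 28 dpc apart from 3 dpc in 981 genes, and the cell cycle list, with Top2a and Ccna2, differed by a median of −1.31. Outside the named genes, 3335 of 12146 probe sets without a gene name (27.5%) were at least 1.5-fold different at 3 dpc, against 1890 (15.6%) in the naive pair.

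Photoreceptor transcripts were lower in the crushed than in the contralateral nerve at 14 and 28 dpc but high in both nerves. The lowest of these 4 arrays stood 1.246 above the highest of the other 8, and the mean gap within these pairs was 0.279 of that to the other arrays (0.544 against 1.947). Both values restate the pattern. Retinal tissue in the pools and a level set by the pair, not the crush, thus cannot be told apart from other sources. Bipolar, amacrine and horizontal cell genes, which retina would also bring, were higher by 0.136 in these arrays (SD 0.0769 over the other 8). This lies between the bounds set for either answer. It owes much to Neurod4, at 4.664 to 5.664 in these arrays and 3.962 to 4.396 in the other 8. Pcp2 was also higher (5.953 to 6.094 against 5.556 to 5.768), and the other genes overlapped. The value leaves open whether other retinal cells came with the photoreceptor transcripts. Whether loss of photoreceptor RNA after the crush adds to the difference within pairs was not tested.

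Synaptic genes, among them Syt1 and Camk2a, were lower in the crushed nerve at 3 dpc and higher at 28 dpc, together with forebrain markers. At 3 dpc the slope of the uncrushed arrays on forebrain level left a median residual of −0.238 for 53 synaptic genes out of −0.706, or 0.222 with the slope fitted without the contralateral array of 7 dpc, but that array itself missed the slope of the others by −0.889 and the crushed nerve (6.09) lay below the range of the slope (6.42 to 7.05), so a lower share of forebrain tissue cannot be told apart from a fall within the nerve. At 28 dpc the median of the forebrain transcription factors was 0.207 (SD 0.37, higher in 12 of 16), with a synaptic residual of 0.249 or, without that array, −0.518, and forebrain tissue cannot be told apart from a rise within the nerve because the slope rests on 1 array. The bounds on these residuals were made stricter after the values were seen. Dilution of resident cells by entering cells at 3 dpc cannot be told apart either, as the myelin list was at 0.033 against the contralateral control and −0.246 against the uncrushed arrays, with an SD of 0.559 across its genes.

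The small difference at 7 dpc was weighed against handling of the pools. A swap of the left and right nerves cannot be told apart. In the array named crush 35 of 42 macrophage and phagocyte genes were higher, Cst7 among them. The list medians were 0.145 and 0.236, against 0.198 and 0.1 in naive left over right. A weak response in the crush pool itself cannot be told apart, as the genes raised at 3 or 21 dpc stood at 7 dpc at 1.244 times their level at 14 dpc (0.178 and 0.143), while the macrophage and phagocyte genes were lower at 7 dpc (0.366) than at 14 dpc (0.548). Crushed tissue mixed into the contralateral pool cannot be told apart from the spread of uncrushed arrays, as the 748 raised genes stood 0.066 above the others there (−0.048 to 0.056 in the other arrays), or 31.7% of the median rise of the other crush arrays. Without the contralateral array of 7 dpc, 124 genes passed at 7 dpc.

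The crush calls over all times were set against 100 drawn splits of the 10 operated arrays, out of 126 and the real one included, of which 13 part all 5 pairs, 66 part 3 and 21 part 1. Under the pair as a block, splits that part the same pairs the same way give 1 fit, so these make 58 different fits. For genes over all times at an unadjusted p under 0.05, 21 of 100 splits (12 of the 58 fits) gave as many as the real 1330, itself included. The highest other gave 4522. For lists over all times, 23 of 100 (15 of the 58 fits) gave as many as the real 16, itself included. The highest other gave 19, and it parts the 3, 7 and 21 dpc pairs alone, each in the crush direction. Most splits part 3 pairs or 1 and can hold the crush difference of those pairs. These shares therefore cannot decide whether chance gives such counts, and chance is not excluded. The split with the most genes called 1052 of them and set crush arrays of 3, 7 and 14 dpc with contralateral arrays of 7 and 14 dpc against the rest, so that it parts the 3 dpc pair alone and its count reflects the difference within that pair. Of the splits that part all 5 pairs there are 16, too few for a share under 0.05, and the highest of the others gave 1629 genes and 17 lists.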

How the results depend on the processing

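Leaving out the 14 and 28 dpc arrays and taking tissue means as covariates were chosen after seeing the data, and the other alternatives were planned and all were run. Results for named genes such as Hmox1, Cst7 and Unc13c kept their direction and side of the threshold in 444 comparisons, lost the threshold in 21, gained it in 2 and reversed in 0, and list calls did so in 561, 122, 16 and 4. List medians stayed within 1 SD in 51 comparisons, moved in 23 and reversed in 5, and counts stayed within 1.5 times in 96 and moved in 46. Over all times the count went from 0 to 2 when each pair was left out in turn, with Apoc1 and Lyz2 without the 7 dpc pair and 1, Lcn2, without the 28 dpc pair, named after their values were seen, and without the pairing as a block it was 0 (936 genes at an unadjusted p under 0.05). At a fold of 2 the counts at 3, 7, 14, 21 and 28 dpc were 649, 23, 34, 123 and 81, which the stricter threshold itself lowers, and with only genes above the median of mean expression they were 1628, 159, 82, 283 and 407, where fewer genes were counted. Against the 7 uncrushed arrays they were 1431 at 3 dpc, 162 at 14 dpc and 425 at 28 dpc, and against the 2 naive arrays 1443 at 3 dpc and 602 at 7 dpc. In the test at each time, the contralateral arrays as the only reference gave 668 genes at 3 dpc, 105 at 21 dpc and 0 at 28 dpc, with fewer samples in the reference. Centring on the housekeeping list gave 113 at 21 dpc and 0 at 28 dpc, and genes above the median of expression 3 at 28 dpc. Leaving out each uncrushed array in turn gave 876 to 1455 genes at 3 dpc, 0 to 124 at 7 dpc (124 without contralateral 7 dpc), 0 to 3 at 14 dpc (3 without contralateral 21 dpc, 1 without contralateral 7 dpc and 1 without naive right), 137 to 226 at 21 dpc and 0 to 84 at 28 dpc (84 without contralateral 7 dpc, 0 without contralateral 28 dpc, 2 without naive left and 1 without naive right). Without the 14 and 28 dpc contralateral arrays the counts were 687 at 3 dpc, 21 at 14 dpc and 19 at 28 dpc (both mostly photoreceptor genes) and 96 at 21 dpc, and with the photoreceptor and forebrain means as covariates 593 at 3 dpc, 1 at 7 dpc and 0 at 28 dpc. The slope with days called 151 genes on log2 of days, 139 with a trend and robust prior and 0 to 315 when each pair was left out (315 without the 7 dpc pair). The contrast of 28 with 3 dpc called 613 genes with contralateral arrays only and 269 as a difference of differences. Lists called over all times were 0 with an estimated correlation and 0 by fry, and at each time 0 with an estimated correlation. The medians of the photoreceptor list reversed against the mean of the 7 uncrushed arrays, to −0.52 at 7 dpc, 1.12 at 14 dpc and 0.39 at 28 dpc, as did presynaptic (−0.14) and postsynaptic (−0.15) at 14 dpc. The adjusted p of presynaptic vesicle and release over all times ran from 1.66e-07 (lower, without the 28 dpc pair) to 0.613 (without the 7 dpc pair) when each pair was left out, and was 0.0395 with the opposite direction (higher) without the 3 dpc pair. The adjusted p of photoreceptor over all times was 0.0682 without the 14 and 28 dpc pairs, with the direction turned to higher. The adjusted p of photoreceptor at 3 dpc was 0.0393 (higher) without the 14 and 28 dpc contralateral arrays, and the adjusted p of photoreceptor at 7 dpc was 0.729 (higher). Except where the construction of an alternative is named, the cause was not tested. The spread of low signals limits small lists of transcripts near background, such as the erythrocyte genes.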

Other observations

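The extra gene lists in this part and the test on pituitary genes were chosen after the data had been explored.

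Genes of retinal ganglion cells, whose axons form the nerve and whose cell bodies lie in the retina, showed medians near 0 in the crushed nerve over the contralateral control, at −0.024, −0.061, 0.033, −0.081 and −0.032 at 3, 7, 14, 21 and 28 dpc for 9 measured genes. Bipolar, amacrine and horizontal cell genes of the retina were at −0.18, 0.13, −0.20, 0.03 and −0.07 for 16 genes. The forebrain transcription factors, which mark neuronal nuclei that the nerve does not hold, were at −0.30, −0.21, 0.05, 0.08 and 0.21. No test was made for these lists at single times.

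Several genes kept 1 direction in all 5 pairs without passing the test. The microglial gene Fcrls had a mean of 0.88 ± 0.38 (SD), the monocyte chemokine gene Ccl7 0.84 ± 0.41, and the lysosomal enzyme gene Gusb of the housekeeping list 0.58. The interleukin 7 receptor gene Il7r was at 0.96. On the lower side were the myelin genes Omg and Mal, at −0.41 each.

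In the contralateral nerve of 7 dpc the apolipoprotein gene Apoc1, which phagocytes express, stood at 8.99, against 6.13 to 7.56 in the other uncrushed arrays and 9.44 in the crushed nerve of 7 dpc. When this array was left out, 124 genes passed at 7 dpc, of which 64 were higher and 17 were also at least 1.5-fold changed the same way against it.

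Pituitary hormone genes varied among the nerves. Prl was at 9.22 and 7.56 in the naive left and right arrays (median 9.05 in the others), Cga at 7.17 and 5.79 (5.94) and Gh at 7.69 and 7.18 (8.90). In the crush and contralateral arrays of 3 dpc Prl (4.93 and 6.27) and Gh (5.27 and 5.34) were below all other arrays. Pituitary tissue in the naive left pool cannot be told apart from this variation. The median difference over the pituitary list was 0.073 with several members near background, while Prl, Cga, Gh and Pomc were higher by 1.66, 1.38, 0.51 and 0.35. Whether a different dissection of the 3 dpc pair adds to its synaptic and forebrain fall was not tested.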
